A study of Mus musculus with 27 samples. Its data were reported in "KMT2D regulates specific programs in heart development via histone H3 lysine 4 di-methylation" (2016).

How the data were processed

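The study profiled histone H3 lysine 4 methylation by chromatin immunoprecipitation and sequencing (ChIP-Seq) in mouse hearts at embryonic day (E) 11.5. Control hearts carried 1 floxed copy of *Kmt2d* (*Tnnt2::Cre;Kmt2d fl/+*) and mutant hearts carried 2 (*Tnnt2::Cre;Kmt2d fl/fl*). Cre recombinase, made from the *Tnnt2* promoter in heart muscle cells, deletes floxed copies there. Controls thus keep 1 working copy in these cells and mutants none. Other cells of the heart keep *Kmt2d*, and the study stated that this mix might hide decreases in cardiomyocytes. Per the labels, hearts were pooled into 3 replicates of 30 hearts per genotype, and each pool was divided into an input and 3 immunoprecipitations, for H3K4me1, H3K4me2 and H3K4me3. Whether libraries with the same number in their titles came from the same pool was not stated. A further 3 libraries were KMT2D ChIP-Exo from cardiomyocytes. Groups were taken from the sample titles. KMT2D ChIP-Exo regions and regions with changed H3K4me3 were not analysed here.

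The authors called peaks in the H3K4me1, H3K4me2 and H3K4me3 libraries and merged them over replicates and marks into 1 list. From it they made a list of regions with lower H3K4me1 and a list of regions with lower H3K4me2 in mutant than in control hearts, at a false discovery rate they set. The labels attach the merged list to the control libraries. The peak caller, its settings, the read filters and the test behind the decreased lists were not stated in the text used here. Each deposited list holds a chromosome, a start and an end per region and no read count, fold change, score or *P* value. The depth of each library, and of each region, is therefore unknown, and no value per replicate could be formed. A region's place in a decreased list is the authors' call, and every number below describes those calls. A region can only be called lower where it holds enough reads of the mark, so wide or strongly marked regions are easier to call, and a region outside a list may still have changed.

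Region starts and widths lay on a grid of 20 bp, no merged region was narrower than 60 bp, and neighbouring merged regions lay at least 620 bp apart. The last region of each of the 21 chromosomes ended within the length of that chromosome in mouse assembly NCBIM37 (mm9). On chromosome 1 the last region ended at 197159845, and the assembly's chromosome 1 is 197195432 bp long. As a check of the assembly, 66.3% of annotated protein-coding transcription start sites (TSS) lay inside a merged region, against 16.3% when all regions were shifted by 1 Mb. Genes, transcripts, exons and untranslated regions (UTR) came from GENCODE vM1 on NCBIM37, with 86879 annotated TSS positions. That annotation lists *Kmt2d* under its older symbol *Mll2*. Coordinates are 1-based throughout.

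Lists were compared by overlap of at least 1 bp. Every decreased region had an identical region in the merged list, so the merged regions served as the background from which either list could have been drawn. Shares were given with 95% Wilson intervals. These intervals, and all tests, treat regions as independent draws. Neighbouring regions are not independent, and no test covers the variation between pools of hearts. Per the labels, the lists of both marks came from the same pools, which the overlap tests do not take into account. Overlap, TSS and chromosome comparisons used two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 21 chromosomes and a threshold of 0.05. A region was called TSS-proximal within 5 kb of any annotated TSS. Widths (log2 bp) and GC content were compared by two-sided permutation tests with 100000 resamples, and alternatives of these by 10000. Clustering within 10 kb was set against 1000 random lists drawn from the same chromosomes. Comparisons matched on width, GC content, CpG density or TSS class used stratified permutation, in which list membership was redrawn 100000 times within strata. Odds ratio intervals were computed by Woolf's method. The uniqueness of narrow regions was measured as the share of their 32-base words that occur more than once in the assembly. Strata were deciles or 20 width classes, and the TSS classes were an overlapped TSS, a TSS within 5 kb and none within 5 kb.

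The tests were tried on simulated lists drawn from the 358833 merged regions, with 100 simulations each. For random lists, Fisher's test gave *P* under 0.05 in 6% of simulations. For lists whose membership followed width decile only, it did so in 64%. The permutation stratified on the same deciles did so in 5% and detected 100 planted shared regions in 100% of simulations. These lists had no width trend within a decile. The simulations therefore do not show that decile matching removes all effect of width in the authors' lists. The permutation test of a mean gave 3% without a shift and 100% with a planted shift.

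Named genes were set before the data were examined: those the study names beside a decreased mark (*E2f2*, *Stradb*, *Gpx1*, *Fxyd1*, *Sgca*, *Klhl30*, *2900026A02Rik*, *Bcl9l*, *Dclk1*, *Gse1*, *Mgp* and *Camk2a*) and *Kmt2d*, each with the decreased regions within 5 kb of its TSS or in its body. Other genes chosen by this rule are not reported here, and the counts over named genes leave them out. The 3 widest regions in both lists, the widest region of each list, and the chromosomes with the highest and lowest shares among those with at least 1000 merged regions were also named by rule. Alternatives varied the overlap rule, the minimum width, the distances, the gene set, the matching of the background and the adjustment. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.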

Results

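To determine where H3K4 methylation is lost when *Kmt2d* is deleted in the myocardium, the study compared E11.5 control and mutant hearts mark by mark. KMT2D is a histone methyltransferase that adds methyl groups to lysine 4 of histone H3. H3K4me1 marks mainly enhancers, H3K4me2 marks enhancers and promoters, and H3K4me3 marks promoters. The series comprised 27 libraries in 9 groups of 3 replicates, of which 24 were from hearts: input, H3K4me1, H3K4me2 and H3K4me3 for each of the 2 genotypes. The values analysed were the authors' deposited region lists, which carry no replicate values, so no difference below could be set against the spread between replicates. The read depth behind each region is unknown.

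The merged list held 358833 regions covering 308.5 Mb of the NCBIM37 assembly, with a median width of 320 bp (quartiles 100 and 900 bp). The authors' deposited list of decreased H3K4me1 held 2730 of these regions, or 0.761% (95% Wilson interval 0.733% to 0.790%). Their list of decreased H3K4me2 held 6699 regions, or 1.87% (1.82% to 1.91%). The intervals did not overlap, and the H3K4me2 list was the larger at this threshold. By covered length the shares were higher, at 2.49% for H3K4me1 (7.69 Mb) and 9.09% for H3K4me2 (28.1 Mb). This was the alternative that moved the shares most.

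The decreased regions were wider than the rest of the merged list. The median width was 1740 bp for decreased H3K4me1 and 3180 bp for decreased H3K4me2. Mean log2 width was 1.66 higher for decreased H3K4me1 than for the other merged regions and 2.47 higher for decreased H3K4me2 (two-sided permutation tests, *P*=1e-05 for each, the smallest that 100000 permutations can give). Between the lists, with shared regions left out, regions with decreased H3K4me1 were narrower by a mean log2 difference of -0.75 (permutation test, *P*=1e-05, again the smallest possible). Among merged regions of at least 500 bp, where the log2 differences were smallest, they were 1.03, 1.65 and -0.60. The share of regions in each list was not a steady function of width. It fell from 0.565% at widths below 100 bp to 0.191% at 200 to 500 bp for H3K4me1 and rose to 5.78% at 8000 bp or more. For H3K4me2 it fell from 1.07% to 0.258% over the same narrow classes and rose to 27.1% at 8000 bp or more.

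**Figure D1:**
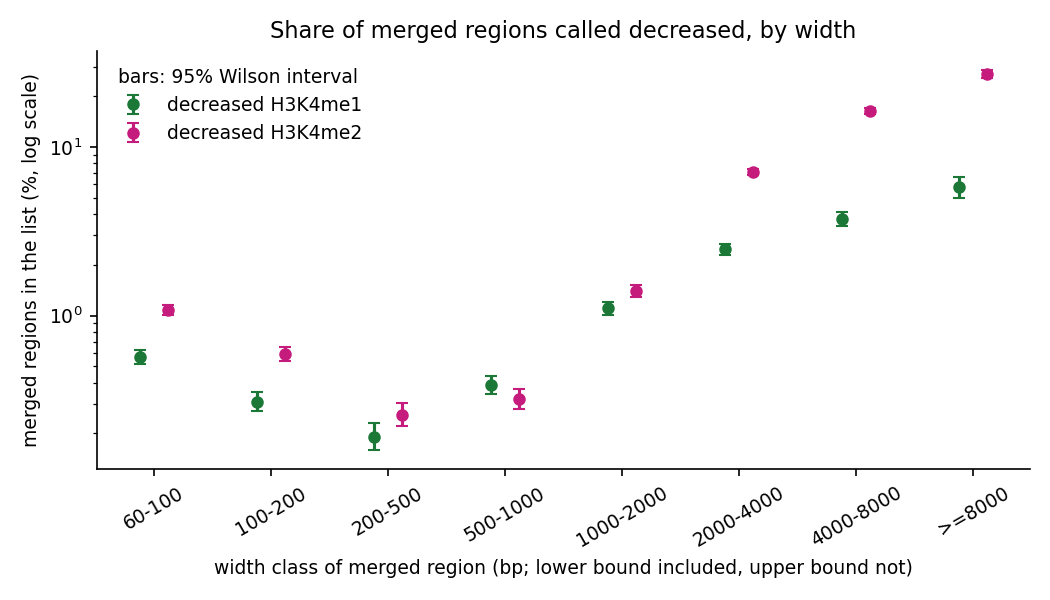
Share of merged regions in each decreased list (vertical axis, percent on a log scale) by width class of the region (horizontal axis, bp); points are shares and bars 95% Wilson intervals. Both lists have their lowest share between 200 and 500 bp, and above 2000 bp the H3K4me2 share exceeds the H3K4me1 share in each class.

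The position of the decreased regions was compared with the TSS, since the study asked whether loss of each mark falls at proximal or distal elements. Of regions with decreased H3K4me2, 68.3% (Wilson interval 67.2% to 69.4%) lay within 5 kb of an annotated TSS, against 20.2% of the other merged regions. The odds ratio was 8.50 (95% interval 8.07 to 8.96), and the Fisher's exact test returned a value too small for the software to hold. Of regions with decreased H3K4me1, 25.7% (24.1% to 27.4%) lay within 5 kb, against 21.1% of the others (odds ratio 1.30, Fisher's exact test, *P*=7.70e-09). The direction of the H3K4me1 result rested on width. Against merged regions of the same width decile, of which 31.2% were proximal, the H3K4me1 share differed by -5.49 percentage points (stratified permutation, *P*=2e-05, the smallest that this test can give). With 100000 redraws, that smallest value is larger than the one of the unstratified permutation tests of width. Decreased H3K4me2 regions remained 31.1 points above their width-matched share of 37.2%. Outside the 172 shared regions, 69.3% of H3K4me2-decreased and 25.4% of H3K4me1-decreased regions were proximal, a difference of 43.9 percentage points (odds ratio 6.63, 95% interval 5.98 to 7.36).

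Below 500 bp, the proximal shares of both lists were close to those of regions in neither list. At widths of 2000 to 4000 bp, 84.6% of H3K4me2-decreased regions (Wilson interval 82.9% to 86.2%) and 26.2% of H3K4me1-decreased regions (23.0% to 29.8%) were proximal, against 34.9% of regions in neither list. A TSS lay inside 61.5% of H3K4me2-decreased regions, 9.16% of H3K4me1-decreased regions and 5.46% of all merged regions. Of regions with decreased H3K4me1, 42.7% were intronic and 33.9% intergenic, counting only regions that held no exon and lay over 1 kb from a TSS. For decreased H3K4me2, these shares were 13.7% and 21.7%. Among 15679 protein-coding genes with a TSS inside a merged region, 4584 (29.2%) had a TSS inside an H3K4me2-decreased region and 203 (1.29%) had one inside an H3K4me1-decreased region.

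**Figure D2:**
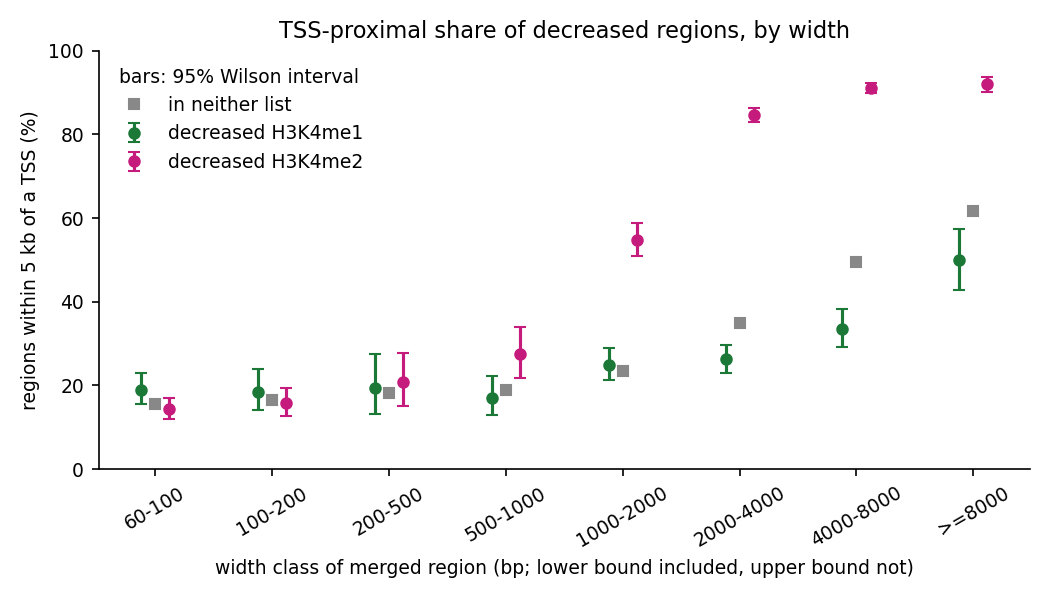
Share of regions within 5 kb of a TSS (vertical axis, percent) by width class (horizontal axis, bp) for decreased H3K4me1, decreased H3K4me2 (bars, 95% Wilson intervals) and regions in neither list (squares). From 1000 bp upward the H3K4me2 points lie above the squares, and from 2000 bp upward the H3K4me1 points lie below them.

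To determine if both marks were lost at the same places, the lists were intersected. They shared 172 regions, all with identical coordinates, where 50.97 were expected from the list sizes (observed over expected 3.37, odds ratio 3.60, Fisher's exact test, *P*=4.49e-42). This excess depended on width. Among merged regions under 500 bp, 102 were shared and 5.18 were expected (Fisher's exact test, *P*=2.83e-96). Among regions of at least 1000 bp the direction reversed, with 66 shared and 104.5 expected (odds ratio 0.612, Fisher's exact test, *P*=4.22e-05). Among those of at least 2000 bp, 54 were shared and 137.7 expected (odds ratio 0.357, Fisher's exact test, *P*=1.34e-17). With list membership redrawn within width deciles, 154.0 shared regions were expected, and the observed 172 lay inside the permutation range of 132 to 177 (*P*=0.132).

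**Figure D3:**
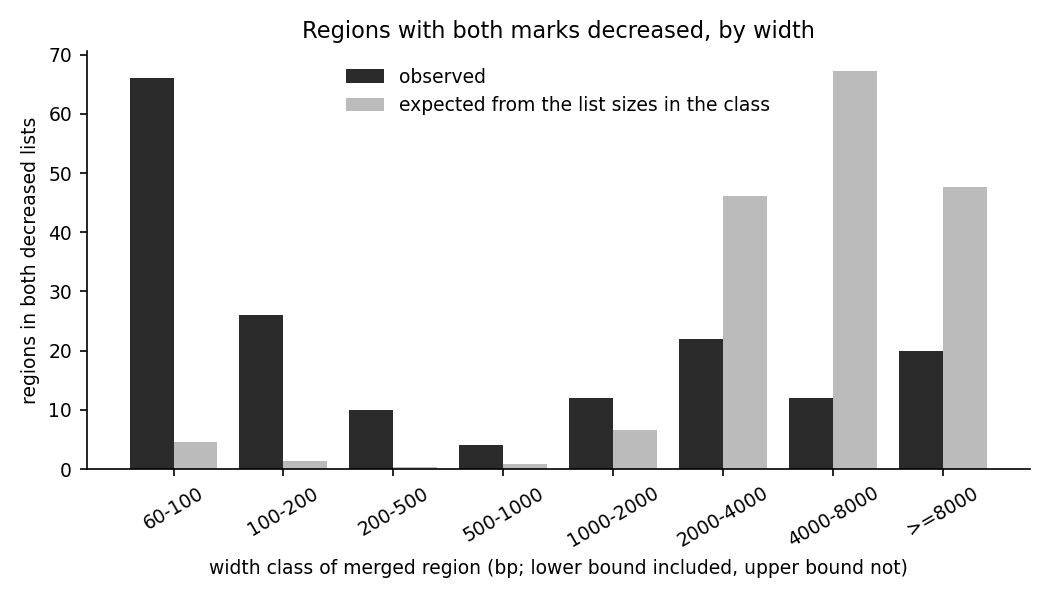
Number of regions in both decreased lists (vertical axis) by width class (horizontal axis, bp); dark bars are observed counts and light bars the counts expected from the 2 list sizes within the class. Below 100 bp 66 regions were observed against 4.53 expected, and at 4000 to 8000 bp 12 were observed against 67.3 expected.

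Regions with decreased H3K4me1 lay close to one another. Of them, 14.1% had another H3K4me1-decreased region within 10 kb, against a mean of 3.08% in random lists from the same chromosomes (range of 95% of draws 2.20% to 3.99%). With draws matched on width decile as well, the mean was 4.21%. For decreased H3K4me2, 11.4% had a neighbour of the same list within 10 kb, against 7.08% in random lists. In both comparisons with chromosome-matched draws no permutation was as extreme (*P*=0.002, the smallest that 1000 draws can give). With draws also matched on width decile, the H3K4me2 expectation rose to 11.4% and the excess was gone (permutation *P*=1). Of the H3K4me1-decreased regions outside the H3K4me2 list, 8.95% lay within 10 kb of an H3K4me2-decreased region, against 7.48% in random lists (permutation *P*=0.014). With width-matched draws the expectation was 8.70%, and the difference was no longer detected (permutation *P*=0.635).

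Chromosomes differed in the share of decreased regions. For H3K4me1, 10 of 21 chromosomes had a share that departed from the remaining genome at an adjusted *P* under 0.05. The highest share among chromosomes with at least 1000 merged regions was 1.01% on chromosome 11 (211 of 20962 regions, odds ratio 1.35, Fisher's exact test, adjusted *P*=3.42e-04), and the lowest was 0.498% on chromosome 10 (95 of 19068, odds ratio 0.641, Fisher's exact test, adjusted *P*=8.18e-05). For H3K4me2, chromosomes 11 and X departed. The highest share was 2.94% on the X chromosome (137 of 4654 regions, odds ratio 1.61, Fisher's exact test, adjusted *P*=3.78e-06). On chromosome 11 the share was 2.47% (517 regions, odds ratio 1.36, Fisher's exact test, adjusted *P*=5.41e-09), and the lowest was 1.57% on chromosome 18 (212 of 13531, odds ratio 0.831, Fisher's exact test, adjusted *P*=0.0553). With width decile alone matched, both departures for H3K4me2 stayed, at 1.70 times the expected count on the X chromosome and 1.15 times on chromosome 11 (stratified permutation, adjusted *P*=4.20e-04 and 0.00903). Neither held once TSS class was matched as well, a comparison chosen after seeing the data. The observed count was then 1.07 times the expected on the X chromosome and 1.01 times on chromosome 11 (stratified permutation, adjusted *P*=0.688 and 0.873). On the Y chromosome, 0 of 30 regions were in either list, which allows a share of up to 11.4% (Wilson upper limit).

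Regions of either list were richer in GC than the other merged regions. The mean difference was 3.45 percentage points for decreased H3K4me1 and 2.24 points for decreased H3K4me2 (permutation tests, *P*=1e-05 for each, the smallest possible). Against merged regions of the same width decile the differences were 2.32 and 0.567 points (stratified permutation, *P*=1e-04 for each, the smallest that 10000 permutations can give). Mean GC content was 48.6% (SD over regions 5.75) for decreased H3K4me1, 47.4% (5.89) for decreased H3K4me2 and 45.2% (6.88) for the merged list, so the distributions overlapped widely.

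The genes that the study names beside a decreased mark were located next. No region in the body of *Kmt2d* itself (chromosome 15, 98662100 to 98701614, minus strand) or within 5 kb of its TSS was in either list, although 11 merged regions lay there. Of the 13 named genes reported here, 10 had an H3K4me2-decreased region, 7 had an H3K4me1-decreased region, 5 had a region in both lists and 3 (*Kmt2d*, *Klhl30* and *Mgp*) had none. The study assigned regions to genes by another proximity rule, that of the tool GREAT. A gene with none here may therefore have a region under the study's rule. Since the study chose most of these genes from the same libraries, the counts are not independent evidence. In 8 of the genes, an H3K4me2-decreased region held a TSS, and in 3 of the genes an H3K4me1-decreased region did. At *E2f2* (chromosome 4, plus strand), the authors' deposited lists placed decreased H3K4me2 over the TSS and first exons (135725986 to 135737685) and decreased H3K4me1 in a separate region over the end of the gene, with exonic and UTR sequence (135746906 to 135752325). *Stradb* (chromosome 1, 59006226 to 59032705), *Gpx1* (chromosome 9, 108240046 to 108248585) and *Fxyd1* (chromosome 7, 31834326 to 31840785) each had decreased H3K4me2 over a TSS, exons and UTR.

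The genes with a region in both lists differed in where it lay. At *Sgca* (chromosome 11, 94833346 to 94837905) and *Bcl9l* (chromosome 9, 44289766 to 44310405), it held a TSS, exons and UTR. At *2900026A02Rik* (chromosome 5, 113539266 to 113554905) and *Gse1* (chromosome 8, 123047146 to 123053345), it was wholly intronic. At *Dclk1* the shared region (chromosome 3, 55113166 to 55113305) was intronic and only 140 bp wide, and a separate H3K4me2-decreased region (55265326 to 55266365) held the TSS of a shorter annotated transcript. *Gse1* also had 2 regions with decreased H3K4me1 alone, of 14640 and 25860 bp. *2900026A02Rik* also had regions with decreased H3K4me1 alone, of 2840 and 10440 bp. The wider of these (113585866 to 113596305) held a TSS, exons and UTR. *Camk2a* (chromosome 18) had 2 H3K4me1-decreased regions (61102446 to 61108945 and 61109666 to 61114485), both with exonic sequence, and an H3K4me2-decreased region (61121606 to 61126865) over the TSS of shorter transcripts.

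**Figure D4:**
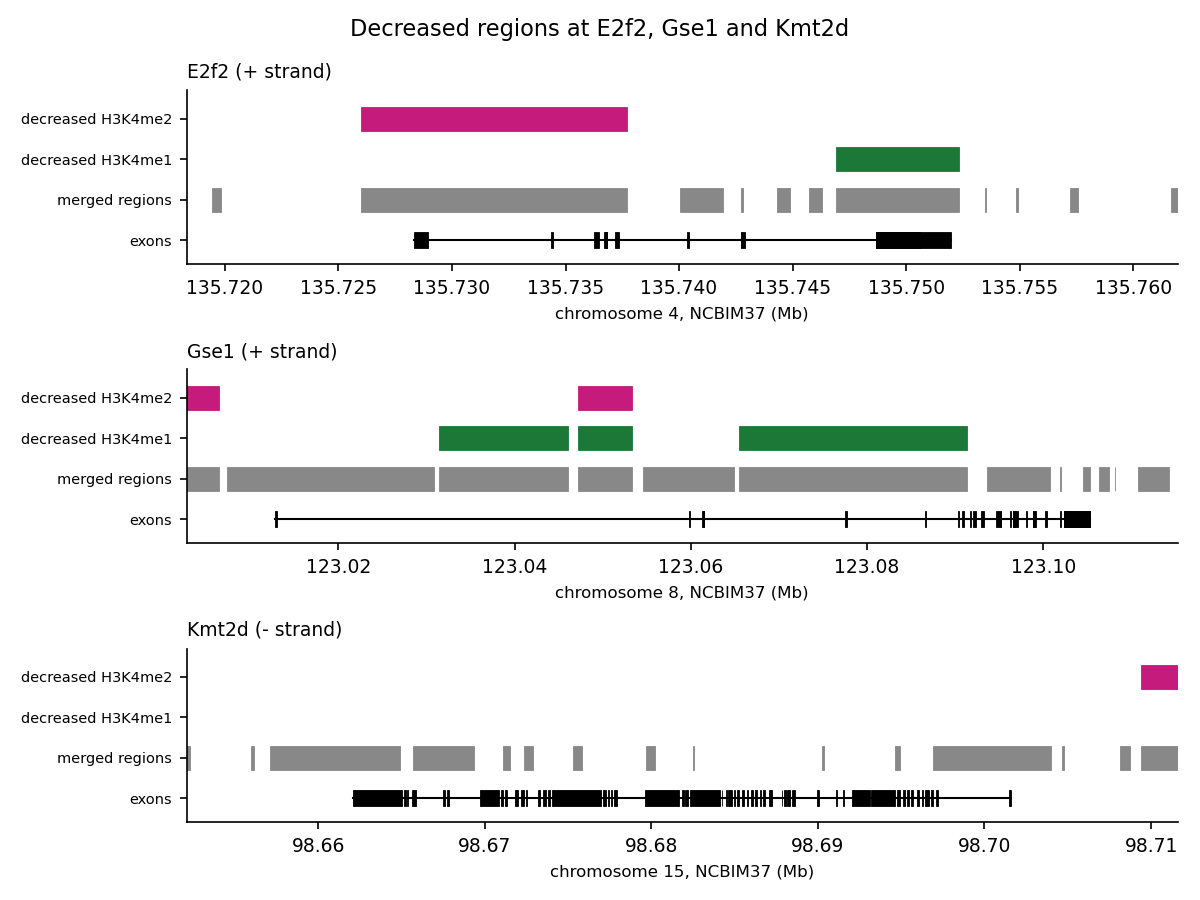
Maps of *E2f2*, *Gse1* and *Kmt2d* with 10 kb on each side (horizontal axis, position in Mb on NCBIM37), showing exons (black), merged regions (grey) and the regions in the decreased H3K4me1 (green) and decreased H3K4me2 (magenta) lists. At *E2f2* the decreased regions lie at opposite ends of the gene, and the 11 merged regions at *Kmt2d* are in neither list.

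The widest region of the merged list was also the widest of each decreased list and was in both (chromosome 7, 119365326 to 119435325, 70000 bp). It held a TSS and exons of *Mical2*. The next widest regions in both lists were at *Shb* (chromosome 4, 45477146 to 45546005, 68860 bp) and *Unc5b* (chromosome 10, 60254286 to 60296345, 42060 bp), each with a TSS and exons inside. The shared list thus held some of the widest regions, while 59.3% of it was narrower than 500 bp.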

Values the study reported

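The study reported 358,833 merged peaks over the H3K4me1, H3K4me2 and H3K4me3 replicates. Of these, it gave 2730 (0.8%) with decreased H3K4me1 and 6417 (1.8%) with decreased H3K4me2, both at an FDR below 0.1. It counted 168 regions reduced for both marks, being 6.2% of the regions with decreased H3K4me1 and 2.6% of those with decreased H3K4me2. For decreased H3K4me2, 54.2% of region-gene associations were described as proximal to a TSS and 45.8% as distal. The study described H3K4me2 enrichment over the genome as mostly distal. It placed most decreased H3K4me1 regions at distal elements, much as for H3K4me1 enrichment in general.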

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

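The test of region width in this part was chosen after the result it measures had been seen, and the test of GC content before.

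The called losses of the marks differed in where they lay. Outside the shared regions, the TSS-proximal share was 43.9 percentage points higher among H3K4me2-decreased than among H3K4me1-decreased regions. Since decreased H3K4me2 regions were also wider, width was tested first. When list membership was redrawn within width deciles of the combined lists, the H3K4me2 list held 9.38 percentage points more proximal regions than expected, beyond the permutation range of -0.536 to 0.521, while without matching the excess was 12.4 points. Redrawn within deciles of both width and GC content, the excess was 9.49 points, with a range of -0.516 to 0.510. Neither width nor GC content therefore accounts for the whole difference. Open are the strength of each mark over promoters, which decides where a loss can be called and was not tested because the lists hold no read counts, the authors' normalization, and a difference in how KMT2D serves the marks. That KMT2D loss may affect H3K4me2 mainly at promoters and H3K4me1 mainly away from them is thus a hypothesis that these lists leave untested against call strength. The study's average signal profiles bear on it. They showed lower H3K4me2 at the TSS and also at enhancers away from it, so loss of H3K4me2 was not confined to promoters. For H3K4me1 they showed no significant change at the TSS and a modest decrease at those enhancers.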

How the results depend on the processing

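The settings were fixed before the data were examined, except those named below as chosen after seeing the data. Over 15 compared results, 58 of 76 alternative values were counted as unchanged. For a tested difference this means the same direction and side of the threshold, whatever its size. A share had to stay within its Wilson interval. For chromosomes only their number was compared, within a factor of 1.5, and 6 of the 58 come from overlap rules that changed nothing. All differences in width and GC content and the clustering of decreased H3K4me1 kept their direction and stayed past the threshold under each alternative run, as did the TSS-proximal share of decreased H3K4me2 (from 31.1 to 55.1 percentage points above its background). Sizes changed, and the GC difference of decreased H3K4me2 ranged from 0.567 points with width matching to 4.89 in the middle 200 bp. Since every decreased region is identical to a merged region, requiring 50% overlap or identical coordinates gave the same values, which says nothing about stability.

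The share of regions with decreased H3K4me1 was 2.49% by covered base pairs, 1.33% among regions of at least 500 bp and 2.06% among those of at least 1000 bp. For decreased H3K4me2 the shares were 9.09%, 3.60% and 6.12%. Bonferroni adjustment left 6 chromosomes with an uneven share of decreased H3K4me1. For H3K4me2 the number went from 2 to 3 when width and TSS class were matched, chosen after seeing the data, but the chromosomes were then 2, 7 and 13 in place of 11 and X.

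The overlap of the lists, as observed over expected, fell to 0.996 among regions of at least 500 bp, to 0.632 among those of at least 1000 bp and to 1.12 with width-matched draws. Chosen after seeing the data, it was 0.392 among regions of at least 2000 bp, 1.23 among those also over 5 kb from a TSS, 19.7 among regions under 500 bp and 1.34 when matched on 20 width classes and TSS proximity (permutation *P*=8.00e-05). The overall value thus mixes an excess in narrow regions with a deficit in wide ones, and the deficit was seen only within 5 kb of a TSS. The cause of either was not settled by these alternatives.

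The TSS-proximal difference of decreased H3K4me1 reversed to -4.23 percentage points among regions of at least 1000 bp and to -5.49 with width matching. Clustering of decreased H3K4me2 went to -0.0167 points with width-matched draws, no departure from chance. The excess of H3K4me1-decreased regions near H3K4me2-decreased ones was 0.393 points at 2 kb, 0.255 with width-matched draws and 0.589 with draws matched on local region number, none past the threshold. At 50 and 100 kb it was larger than at 10 kb, with 6.58 and 9.25 points (permutation *P*=0.002 for each, the smallest possible), without matching on width or region number. Matching on width or on local region number alone thus left a smaller excess at 10 kb that was no longer detected. Of the counts at named genes, chosen after seeing the data with 1 or 10 kb in place of 5 kb, 6 of 52 changed; with 10 kb, *Mgp* gained 1 region for each mark and *Kmt2d* gained 1 for H3K4me2.

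No paired analysis was possible because the lists hold no values per replicate, although control and mutant pools share replicate numbers. Leaving out each replicate in turn was ruled out for the same reason, and neither the threshold nor the depth behind the authors' lists was open to change.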

Other observations

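The tests of TSS position, of repeats among regions without repeated words, of isolated narrow regions, of X chromosome number and of the *Kmt2d* neighbourhood were chosen after the results they measure had been seen. The matching of X chromosome regions on width and TSS class was also chosen after seeing the data. The others in this part were set beforehand.

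Narrow regions were in both lists far more often than chance, with 102 of the 172 shared regions under 500 bp wide. They were not pieces of wider decreased loci: 9.80% lay within 10 kb of another decreased region, against 8.80% of narrow regions in neither list (Fisher's exact test, *P*=0.725). The excess was 19.8-fold within GC deciles, so GC content does not account for it. Loss of a large chromosomal segment would crowd them together, but 7.84% lay within 1 Mb of another one, inside the range of 1.96% to 15.7% for random narrow regions. Their 32-base words occurred elsewhere in the genome more often (mean 6.72% of words, against 1.54% in narrow regions in neither list; permutation test, *P*=1e-04, the smallest possible). That is the outcome that mapping to repeats would give. It was not particular to shared regions. The mean share of such words was 4.92% in narrow regions of the H3K4me1 list only and 6.54% in those of the H3K4me2 list only. However, 79 of the 102 had no such word, and among narrow regions without one the excess was 21.7-fold. Exact repeats of 32 bases inside the regions therefore do not account for most of it. Diverged copies, repeats beside a region and copies missing from the assembly were not measured, so other mapping errors stay open. Per the labels, both marks came from the same chromatin pools, and whether both comparisons used the same inputs was not stated. Also open is therefore chance in regions with few reads, where shared pools or inputs may push both marks the same way. The odds ratio was 24.0 among narrow regions with no other decreased region within 10 kb, which that explanation allows, but without read counts it cannot be told apart from a loss of both marks at small elements.

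Wide regions behaved the opposite way. Of regions of at least 2000 bp, fewer were in both lists than chance gives. The odds ratio was 0.289 within 5 kb of a TSS and 1.25 beyond it, and the 2 differed (Breslow-Day test, a *P* of 4.46e-08). Among the proximal wide regions, the observed over expected count was 0.306 within 20 width classes, so width does not account for the deficit. Within CpG-density deciles it was 0.599, and 30 regions were shared with a permutation range of 38 to 62, so CpG density accounts for part of the deficit and not all of it. Over 4 equal groups of these regions, from the least to the most CpG-dense, the H3K4me1-decreased share was 3.99%, 3.80%, 0.659% and 0.242%, and the H3K4me2-decreased share was 4.30%, 18.7%, 34.6% and 29.6%. The shared regions numbered 10, 17, 1 and 2, against 7.83, 32.3, 10.4 and 3.25 expected. Most of the deficit that remained within these groups lay in the second, where decreased H3K4me1 was nearly as common as in the first, so rarity of H3K4me1 loss at CpG-dense promoters does not account for it. The position relative to the TSS was chosen and tested on the same data, the amount of each mark was not measured here, and the cause of the deficit is open.

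Without matching, the marks on the X chromosome went opposite ways among regions of at least 1000 bp. There, 3 of 958 X regions had decreased H3K4me1 and 97 had decreased H3K4me2. A different number of X chromosomes in the mutant pools, from the sex of the hearts, would push both marks the same way, but the odds ratio for H3K4me1 on the X was 0.148 (Fisher's exact test, *P*=5.69e-06). Over regions of all widths, the H3K4me2 excess came down to 1.07 times the expected count within width deciles and TSS classes, which is consistent with the wide promoter regions on the X. Over regions of all widths, no H3K4me1 deficit was detected on the X, with an odds ratio of 0.759 (Fisher's exact test, *P*=0.174) and 27 regions against 30.2 expected by the same matching. Among regions of at least 1000 bp, no H3K4me2 excess was detected on the X once they were split by TSS distance. The H3K4me2 odds ratio was 0.994 within 5 kb of a TSS and 1.72 beyond it (Fisher's exact test, *P*=0.119 beyond). The H3K4me1 deficit among regions of at least 1000 bp remained after matching on width deciles and TSS classes. It was 0.192 times the expected count (permutation range 9 to 24 regions, 3 observed). No biological explanation of this deficit was tested. The same H3K4me1 odds ratio on the X was 2.12 among regions under 500 bp, where H3K4me2 was also over-represented, at 1.66. Repeats do not remove that excess, since the odds ratio for either list was 1.55 among narrow regions whose words all occur once (Fisher's exact test, *P*=0.0147). Sex of the pools cannot be told apart from other causes for the narrow regions, because no value per library was used.

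Several H3K4me2-decreased regions lay around *Kmt2d*, 12 of them within 500 kb. Random lists matched on width and TSS class gave from 6 to 17 such regions in 95% of draws, so the local number of wide promoter regions is enough to give that count. For H3K4me1, the window held 5 decreased regions against 2.07 expected. No range of draws was available for H3K4me1, so whether local crowding is enough for its count is open.

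The H3K4me2 list held 6699 regions, and 172 were in both lists. Both counts are slightly higher than those quoted from the study above.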
